A study of Drosophila melanogaster with 40 samples. Its data were reported in "Global regulation of mRNA translation and stability in the early Drosophila embryo by the Smaug RNA-binding protein" (2014).

How the data were processed

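Polysome gradients were made from Drosophila embryos collected 0 to 2 h after egg laying. The embryos came from wild-type mothers or from mothers homozygous for a *smaug* mutation. Each gradient was divided into 4 pools, and the RNA of each pool was hybridised to an expression array in 1 colour channel, Cy3 or Cy5. Pool 1 was the top of the gradient, where mRNA not bound by ribosomes collects, and had a volume of 4 mL. Pool 2 had a volume of 2 mL. Pools 3 and 4 had 3 mL each and hold mRNA bound by several ribosomes. There were 3 gradients of *smaug*-mutant and 3 of wild-type embryos. A further 2 gradients of *smaug*-mutant lysate treated with puromycin and 2 treated with cycloheximide complete the 10 gradients and 40 arrays. Puromycin releases ribosomes from mRNA that is being translated, whereas cycloheximide holds them in place. Groups and replicate numbers were taken from the sample labels.

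The deposited values are on the log2 scale, with 1 value per transcript and array. The authors normalised the arrays by the quantile step of RMA. They then applied a linear transformation to each array, fitted on Arabidopsis RNA added to every pool in a fixed amount, so that levels could be set side by side between pools. The log base is taken as 2 because RMA gives log2 values. The transformation has a slope as well as an offset, so the spread over rows as well as the median differs between arrays. A spike-in error on 1 array therefore moves every row of that array together. The table held 6524 rows. Of all values, 1 was at or below 0 and 6 were below 4, and all were kept. No column was left out. The number of arrays limits the precision, as background signals were not used here.

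The translation index (TI) of a row in a gradient was the mean of the log2 levels in pools 3 and 4 minus the log2 level in pool 1. It was compared between groups with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with 1 value per gradient, and p-values were adjusted over all rows by Benjamini-Hochberg with a threshold of 0.05. Standard errors printed for single rows are those of limma, which draws the spread of each row toward a common value. Levels in each pool were compared in a group-means model that shared the spread over the 4 pools, with adjustment within each pool. The log2 ratio of pool 4 to pool 3, and log2 of the summed linear level over the 4 pools, were compared between genotypes in the same way as the TI. The median TI of each gradient over all rows was compared by an exact two-sided permutation test, for which 3 gradients against 3 cannot give a p below 0.1. With 2 gradients against 2, taken as unpaired, the smallest p is 0.333. Significance Analysis of Microarrays (SAM), the test in the methods of the study, was rewritten from its definition as an alternative. It used all 20 label arrangements, delta in steps of 0.01, the smallest delta with a false discovery rate under 5%, and the median number of false calls.

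The rows carry transcript identifiers, and the gene table used here, of assembly Release 6 plus ISO1 MT, named 8 of them. Tests of gene lists had been planned on the mRNAs bound by Smaug, enzymes of glycolysis, the TRiC/CCT subunits and the regulatory particle of the proteasome. Of 339 bound genes 2 matched a row, and no member of the other 3 lists did. These tests are void, since under 80% of each list had a value, and the genes planned by name, *smg* among them, are not analysed here. The rule for single rows was to print those with the largest changes past the threshold, for genotype only where the 3 *smaug*-mutant gradients all lay on 1 side of the 3 wild-type gradients. Rows without a gene name are printed by identifier, at most 2 that rose and 2 that fell.

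The limma and SAM comparisons and the set tests were tested on simulated data with 200 changed rows. Of these, 100 changed by 3 and 100 by 6 on the log2 scale. Simulated rows had the means of the real rows and their spreads as limma estimates them, drawn toward a common value. Rows with the largest spreads thus varied less than in the data, so the counts of unchanged rows called can be too low for the data. For the TI between genotypes, on 6524 rows, limma recovered 36% of the rows changed by 3 and 99% of those changed by 6, with 8 unchanged rows called. SAM recovered 37% and 99% with 10 unchanged rows called. For the TI between puromycin and cycloheximide, limma recovered 49% and 100% with 8 unchanged rows called. For pool 1 levels between genotypes the shared spread gave 65 unchanged rows called beside 79% and 100% recovered, and for pool 1 between puromycin and cycloheximide 121 beside 89% and 100%. In pools 2, 3 and 4 between genotypes it recovered 76%, 79% and 81% of the rows changed by 3, with 10, 7 and 0 unchanged rows called, and between puromycin and cycloheximide 91%, 97% and 90% with 25, 0 and 62. For the ratio of pool 4 to pool 3, limma recovered 88% of the rows changed by 3 with 4 unchanged rows called, and for the summed level 100% with 20. In a simulated list of 200 rows lowered by 3, camera gave p = 1.93e-152, camera with an estimated correlation p = 4.68e-04 and fry p = 1.52e-04, and in a list of 200 unchanged rows p was 0.424, 0.603 and 0.909. The shared spread thus gave too many calls in pool 1 of both comparisons and in pools 2 and 4 with puromycin, and the fit of each pool alone was added as an alternative after this was seen. The simulated noise was independent between rows, whereas real rows of an array can move together. No change below 3 was simulated. The study placed the peak TI change of its most strongly bound mRNAs below 3, so recovery at that size is not known here.

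The puromycin and cycloheximide gradients with the same number come from 1 lysate each according to the methods of the study, so these numbers pair the samples. Deviations from the group means had a correlation of 0.46 between same-numbered gradients. Alternatives fixed before the data were examined were centring, quantile normalisation within pools, other definitions of the index, a filter on the lowest 25% of rows, replicate and dye terms, all 10 gradients in 1 fit, eBayes with trend and robust, SAM, and leaving out each replicate. The figures were drawn with matplotlib 3.10.9 in Python 3.11.15.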

Results

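The distribution of mRNAs over 4 pools of a polysome gradient was measured in 10 gradients, 3 from *smaug*-mutant embryos, 3 from wild-type embryos, and 2 each from *smaug*-mutant lysate treated with puromycin or cycloheximide. Smaug is an RNA-binding protein of the early embryo, and the design asks which mRNAs move toward polysomes when it is lost. Each of the 40 arrays gave a log2 level for 6524 transcripts. Array medians ranged from 9.98 in pool 4 of puromycin replicate 1 to 14.1 in pool 1 of puromycin replicate 2. The spread over rows ranged from an SD of 1.06 to one of 2.03. Correlations across transcripts between replicates, which are not independent observations, lay between 0.51 and 0.95 in wild-type arrays of the same pool. They lay between 0.60 and 0.84 in *smaug*-mutant arrays, between 0.75 and 0.96 in puromycin arrays and between 0.68 and 0.96 in cycloheximide arrays.

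**Figure D1:**
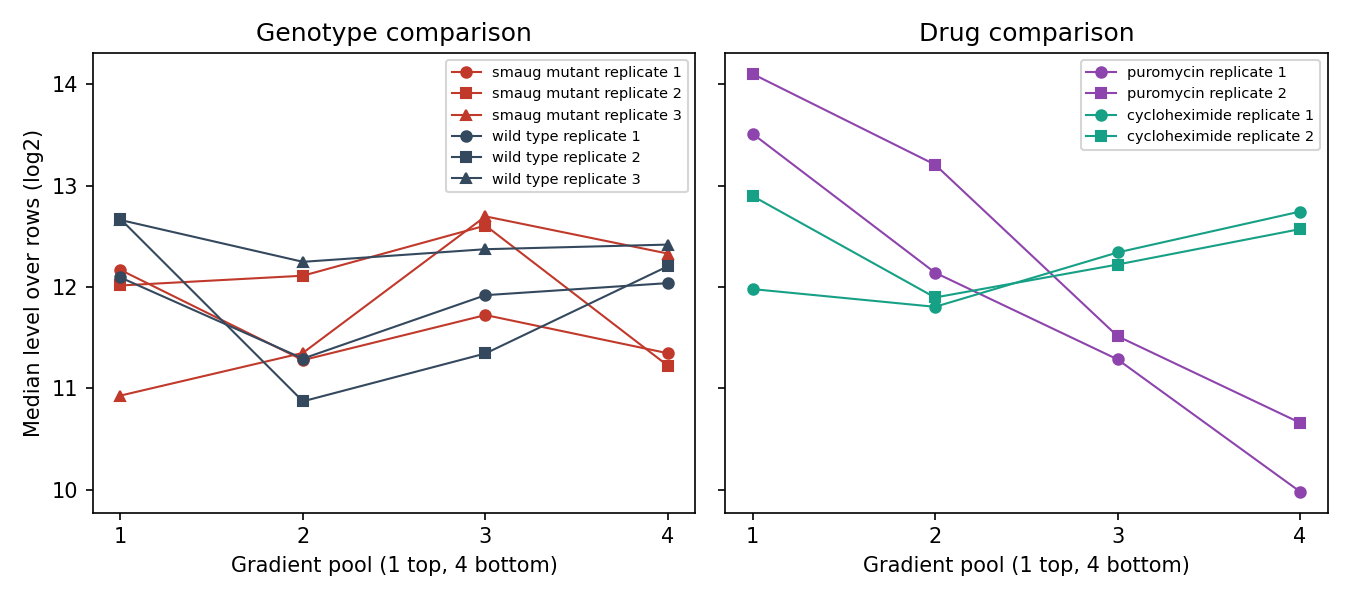
Median log2 level over all rows (y axis) in each gradient pool (x axis), with 1 line per gradient, for the genotype comparison (left) and the drug comparison (right). In pool 1 the median of *smaug*-mutant replicate 3 was 10.9, below the other 5 gradients of the genotype comparison.

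The first question was whether the translation index as a whole differed between genotypes. The median TI was -0.47, -0.19 and 1.77 in *smaug*-mutant replicates 1, 2 and 3, a mean of 0.37 ± 1.22 (SD, n = 3). In wild type it was 0.09, -0.90 and -0.33, a mean of -0.38 ± 0.50 (SD, n = 3). The difference of 0.75 was smaller than the spread between the *smaug*-mutant gradients, and the exact two-sided permutation test gave p = 0.5, where the smallest p possible is 0.1. Without *smaug*-mutant replicate 3 the difference was 0.049. The median share of signal in pools 3 and 4 was 56.4% ± 14.3 (SD, n = 3) in *smaug* mutants and 50.0% ± 4.90 (SD, n = 3) in wild type, and this difference too was within the spread (exact two-sided permutation p = 0.5).

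**Figure D2:**
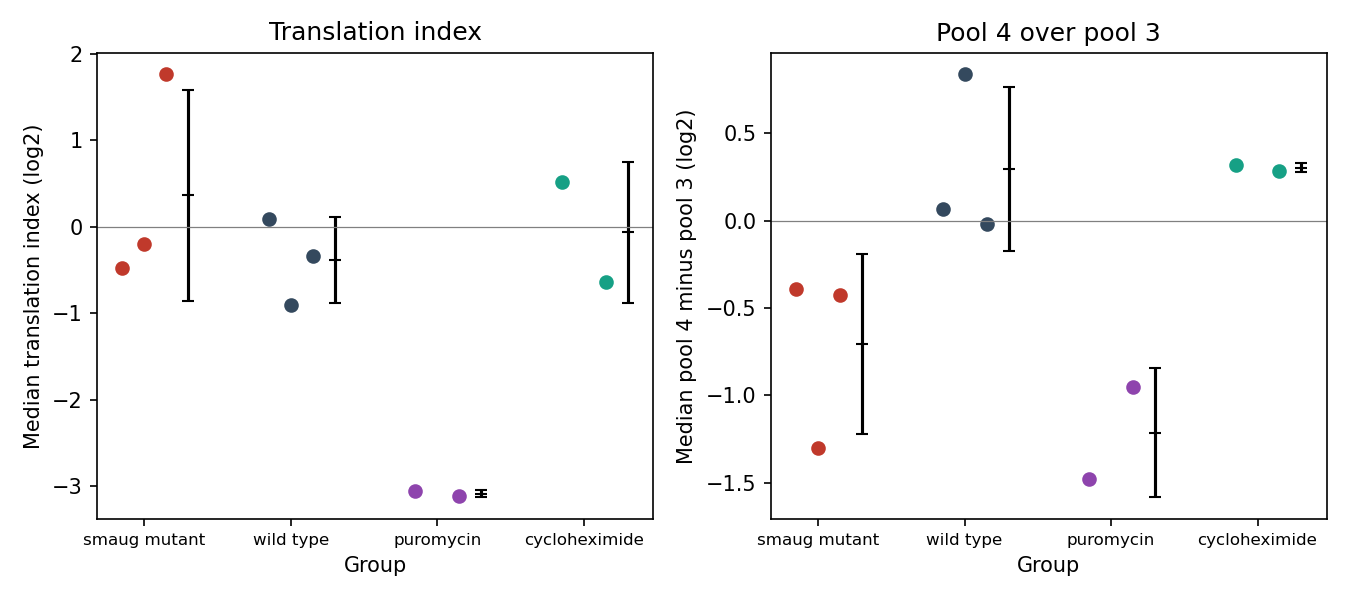
Median translation index (left, log2) and median log2 ratio of pool 4 to pool 3 (right) of each gradient, by group. Points are gradients, and the black marks are group means with SD. The median TI of *smaug*-mutant replicate 3, 1.77, lies above all other gradients, and both puromycin gradients lie near -3.1.

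For single transcripts, limma called 4 of 6524 rows at an adjusted p under 0.05, with 3 higher and 1 lower in *smaug* mutants. At an unadjusted p under 0.05 there were 703 higher and 13 lower rows. The median change was 0.65 and 75.7% of rows had a higher mean TI in *smaug* mutants. The 2 genotypes did not overlap in 757 rows, or 11.6%, where chance gives 10%, and 695 of these were higher in *smaug* mutants. When each gradient was centred on its median, limma called 0 rows, with 571 higher and 327 lower rows at an unadjusted p under 0.05, and the median change became -0.10. Taking pool 3 alone over pool 1 raised the limma count to 382, the largest of the settings in which limma was used. SAM called 211 rows as higher and 1 as lower at a median false discovery rate of 3.36%, and the 90th percentile of its false calls gave a rate of 40.2%. All 3 rows that limma called higher were among those of SAM. Without *smaug*-mutant replicate 3 limma called 0 rows, with 243 higher and 92 lower at an unadjusted p under 0.05, and SAM called 3.

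**Figure D3:**
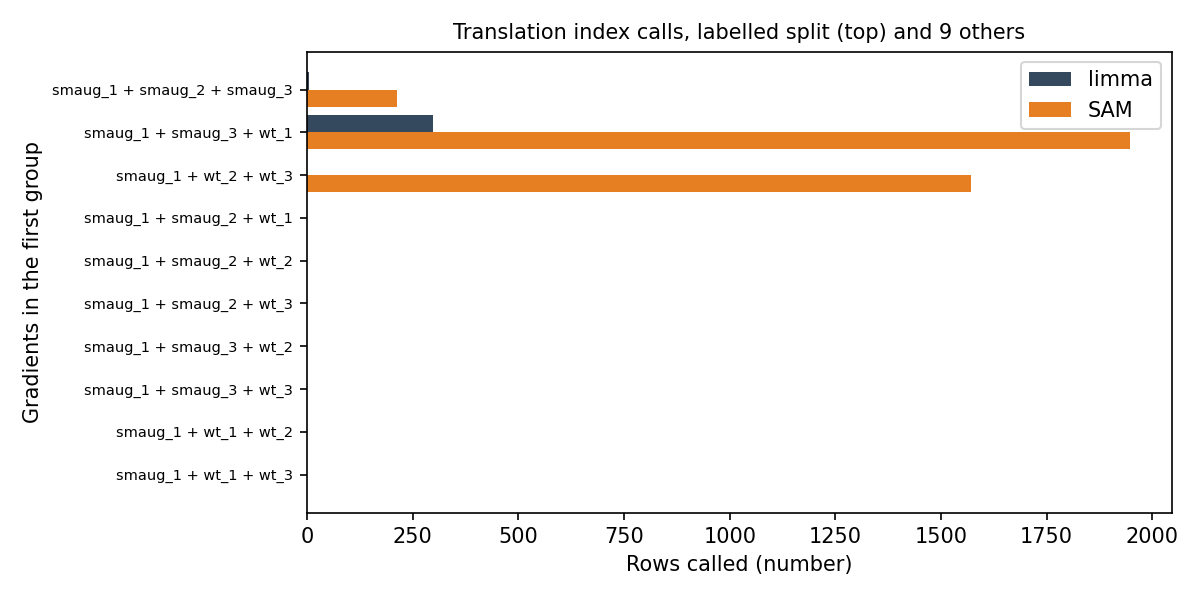
Number of rows called for the translation index (x axis) by limma and SAM for the labelled split of the 6 genotype gradients (top bar pair) and the 9 other splits into 3 and 3 (y axis, gradients in the first group, wt for wild type). The labelled split gave 4 and 212 calls, 1 other split gave 297 and 1948, and a further split gave 0 and 1570.

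FBtr0088419 had a TI of 2.19 ± 3.02 (SD, n = 3) in *smaug* mutants and -6.22 ± 3.66 (SD, n = 3) in wild type. The change was 8.41 with a standard error of 1.28 (limma, adjusted p = 1.88e-04). FBtr0084541 rose by 5.84 with a standard error of 1.12 (limma, adjusted p = 0.0108), and FBtr0070490 fell by 5.39 with a standard error of 1.06 (limma, adjusted p = 0.0119). For FBtr0088419 and FBtr0084541 the limma standard error was smaller than the SDs of the row alone would give. In each of the 3 rows, the 3 gradients of 1 genotype lay on the same side of the 3 of the other. None of the 3 rows passed the threshold when gradients were centred or arrays were quantile-normalised within pools. The same held when *smaug*-mutant replicate 3 was left out and when all 10 gradients shared a fit. Counted over all alternatives, FBtr0088419 was not past the threshold in 5 of 17, FBtr0084541 in 7 of 18 and FBtr0070490 in 8 of 17. FBtr0088419 and FBtr0070490 were among the 25% of rows with the lowest mean level, and FBtr0088419 was also not past the threshold with trend and robust in eBayes (limma, adjusted p = 0.338, in a range of 6.14e-13 to 0.854 over its alternatives). Of the 8 rows with a gene name in the table used, the highest change was 3.92 and 0 passed the threshold.

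Levels in single pools were compared next, to see in which part of the gradient the genotypes differed. In pool 1 limma called 5 rows, all lower in *smaug* mutants, and the median change was -0.83. In pool 2 it called 1 row, which was lower, with a median change of 0.06. In pool 3 it called 3 higher and 2 lower rows, with a median change of 0.37, and in pool 4 it called 6 rows, all lower, with a median change of -0.61. With each pool fitted alone, the counts were 0 in pool 1, where 8 higher and 490 lower rows had an unadjusted p under 0.05, 4 in pool 2, 31 in pool 3 and 27 in pool 4. The medians of the arrays differed between genotypes by -0.77 in pool 1 (exact two-sided permutation p = 0.2), 0.11 in pool 2 (exact p = 0.9), 0.46 in pool 3 (exact p = 0.3) and -0.59 in pool 4 (exact p = 0.3).

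The TI averages pools 3 and 4, so their ratio was compared as well. The median log2 ratio of pool 4 to pool 3 was -0.71 ± 0.52 (SD, n = 3) in *smaug* mutants and 0.30 ± 0.47 (SD, n = 3) in wild type. All 3 *smaug*-mutant gradients lay below all 3 wild-type gradients, which gives the smallest p the exact two-sided permutation test allows, 0.1. The cycloheximide gradients, also *smaug* mutant, had a mean of 0.30 ± 0.02 (SD, n = 2), about that of wild type. Their lysates were treated differently, so this does not settle whether genotype is the cause. Between genotypes no single transcript passed the threshold, as limma called 0 rows with 7 higher and 1975 lower rows at an unadjusted p under 0.05. When each gradient was centred on its median, limma again called 0 rows, and 465 higher and 480 lower rows had an unadjusted p under 0.05. The summed level over the 4 pools differed by -0.23 in its medians (exact two-sided permutation p = 0.5), and limma called 5 rows, all lower in *smaug* mutants.

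Puromycin was used to ask whether mRNA in pools 3 and 4 was there because of translating ribosomes. The median TI was -3.06 and -3.12 in the puromycin gradients, a mean of -3.09 ± 0.04 (SD, n = 2), and 0.52 and -0.64 in the cycloheximide gradients, a mean of -0.06 ± 0.82 (SD, n = 2). The difference of -3.03 was larger than the spread between gradients, although 2 against 2, taken as unpaired, cannot give an exact p below 0.333. The median share of signal in pools 3 and 4 was 15.8% ± 2.53 (SD, n = 2) with puromycin and 53.2% ± 9.79 (SD, n = 2) with cycloheximide. For single transcripts limma called 5240 rows as lower with puromycin and 1 as higher in a fit that ignored the shared lysates. With a replicate term for the lysate the counts were 5585 and 2. Centring each gradient on its median moved the unpaired counts most, to 488 lower and 162 higher rows, which are changes relative to a common shift of about -3.00.

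FBtr0073317 fell by 10.1 with a standard error of 1.11 (limma, adjusted p = 0.00127), from a TI of 5.71 ± 2.43 (SD, n = 2) with cycloheximide to -4.38 ± 0.50 (SD, n = 2) with puromycin. FBtr0084571 fell by 9.09 with a standard error of 1.62 (limma, adjusted p = 0.00314), and was not past the threshold in centred gradients. Its TI was 5.45 ± 4.07 (SD, n = 2) with cycloheximide and -3.65 ± 0.12 (SD, n = 2) with puromycin. For FBtr0073317 and FBtr0084571 the limma standard error was smaller than the SDs of the row alone would give. The row that rose, FBtr0290139, changed by 1.78 with a standard error of 0.71 (limma, adjusted p = 0.0486). It was not past the threshold in 6 of 9 alternatives, among them those without puromycin replicate 1, puromycin replicate 2 or cycloheximide replicate 1.

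By pool, puromycin raised 2425 rows and lowered 1 in pool 1, raised 998 and lowered 304 in pool 2, raised 17 and lowered 1707 in pool 3, and raised 6 and lowered 6057 in pool 4 (limma). The median changes were 1.27, 0.83, -0.80 and -2.52. With pool 1 fitted alone and unpaired, limma called 0 rows, with 1884 higher and 1 lower at an unadjusted p under 0.05. With the replicate block, since same-numbered gradients share a lysate, pool 1 fitted alone gave 3956 higher rows and 1 lower. Both fits of pool 1 alone were chosen after seeing the data.

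The 3 rows called higher in *smaug* mutants were then examined in the drug gradients, which were separate from those that gave the calls. Their median change with puromycin was lower than that of other rows by a difference of -2.50, which camera did not separate from the rest (p = 0.461, preset correlation of 0.01). For the 211 rows that SAM called the difference was -1.67 (camera, p = 1.38e-12), but with the correlation between rows estimated from the data p was 0.375. The median TI of these 211 rows was 1.79 and 0.57 in the cycloheximide gradients, against 0.47 and -0.67 for other rows, and -3.47 and -3.38 in the puromycin gradients, against -3.05 and -3.11. The drug gradients are *smaug* mutant too, so rows chosen for a high TI in that mutant start higher there. A larger fall thus follows in part from the choice of rows. No rows matched on TI were compared, so the difference does not single out rows regulated by Smaug.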

Values the study reported

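The study reported 359 transcripts, from 342 genes, whose translation index rose in *smaug*-mutant embryos relative to wild type, taken at a false discovery rate of <5% in SAM. The study also gave 5,886 as the number of genes whose mRNAs were scored as expressed in the polysome experiment.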

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

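All tests in this part were chosen after the values were seen. The median log2 ratio of pool 4 to pool 3 was negative in all 3 *smaug*-mutant gradients, with a mean of -0.71, and positive in both cycloheximide gradients, with a mean of 0.30, although both groups carry the same *smaug* mutation. The difference was -1.01, and the exact two-sided permutation p of 0.1 is the smallest this design gives. Dye is argued against as the whole cause, since with dye as a covariate the difference was -0.96, larger than the SD of 0.52 between the *smaug*-mutant gradients. The cycloheximide lysates were prepared in another buffer and incubated before the gradient, and this treatment cannot be told apart from a separate batch of arrays or from the spike-in scale of the pool 3 and pool 4 arrays. Those explanations stay open, and no biological one was tested.

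The same ratio was negative in both puromycin gradients, with a mean of -1.21, and positive in both cycloheximide gradients. The difference was -1.52, where the smallest exact p without pairing is 0.333. Each of the groups had 1 gradient with each dye, and no test of a technical explanation was made. The effect of puromycin on ribosomes is named by the design and stays open, as does the scale of single arrays.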

How the results depend on the processing

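The alternatives named in this part as added, and the fit of each pool alone, were chosen after seeing the data. The other alternatives were chosen before the data were examined. Limits from signal over background were not examined, since background signals were not used here.

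For the TI between genotypes, limma called 4 rows. The alternatives chosen beforehand gave 0 rows when gradients were centred (571 higher and 327 lower at an unadjusted p under 0.05), 0 with quantile normalisation within pools (579 and 386), 0 with all 10 gradients in 1 fit (750 and 26), 2 with pool 4 alone, 10 with trend and robust, 13 with pool 2 in the denominator, 20 with the arithmetic mean of pools 3 and 4, 47 without the lowest 25% of rows, 382 with pool 3 alone and 212 with SAM. With dye as a covariate the count was 3, the median change fell from 0.65 to 0.37, and 268 higher and 10 lower rows had an unadjusted p under 0.05, against 703 and 13. Leaving out 1 replicate gave between 0 rows, without *smaug*-mutant replicate 3, and 130 rows, without wild-type replicate 1. Of the added alternatives, rescaling all arrays to 1 spread gave 13 rows. SAM gave 317 rows with the arithmetic mean, 139 on centred gradients, 828 on rescaled arrays and 0 when the 90th percentile of false calls replaced the median. When 1 replicate was left out SAM gave 2066 rows without *smaug*-mutant replicate 1, 1 without replicate 2 and 3 without replicate 3, and 1201, 13 and 0 rows without wild-type replicates 1, 2 and 3. Rows past the threshold were higher in *smaug* mutants in most of these settings. Apart from smaller sets of rows or gradients, the cause was not tested.

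The replicate numbers of the genotypes were not taken to pair the gradients, because the correlations of deviations between same-numbered gradients were 0.26, 0.45 and -0.05, and so were not all positive. Whether same-numbered gradients shared a batch or an array stays open, since the labels do not say and each such pair carried opposite dyes. With the replicate block limma called 135 rows for the TI, 138 for the summed level, 54 in pool 1, 4 in pool 2, 50 in pool 3 and 10 in pool 4. For puromycin, where a lysate is shared, the replicate block gave 5587 rows for the TI. With the spread shared between pools, the block moved the total count of no pool by over 1.5 times. Counts of higher rows moved by more in pool 2, from 998 to 1548, and in pool 3, from 17 to 28. With each pool fitted alone, an added alternative, the block gave 3957 rows in pool 1, 2153 in pool 2, 3964 in pool 3 and 5385 in pool 4. The 0 rows of pool 1 fitted alone thus held only without the block.

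The difference in median TI between genotypes kept its direction under all 8 alternatives, from 0.049 to 1.17, and none of them can reach a p under 0.05. The median of the changes over rows did not, as it went from 0.65 to -0.029 without *smaug*-mutant replicate 3. The ratio of pool 4 to pool 3 gave 0 rows under all 9 alternatives, with 465 higher and 480 lower at an unadjusted p under 0.05 when centred. Lower rows at that p, 1975 in the main fit, numbered 722 with the replicate block. With 1 replicate left out they ranged from 796, without wild-type replicate 2, to 2104, without *smaug*-mutant replicate 3. The summed level gave 0 rows when centred (181 higher and 139 lower at an unadjusted p under 0.05), 1 without the lowest 25%, and 0 to 19 rows with 1 replicate left out, the highest without *smaug*-mutant replicate 1.

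For levels between genotypes, centring each array gave 33 rows in pool 1, 0 in pool 2, 134 in pool 3 and 11 in pool 4. Of the 134, 79 were higher and 55 lower, against 3 and 2 before centring, and in pool 4 there were 7 higher and 4 lower, against 0 and 6. Without the lowest 25% there were 0 rows in pool 2, 2 in pool 3 and 0 in pool 4. With dye as a covariate there were 3 in pool 1 and 3 in pool 3. Each pool alone gave 0, 4, 31 and 27 rows in pools 1 to 4. Leaving out 1 replicate gave 0 to 378 rows in pool 1, the highest without wild-type replicate 1, 0 to 1 in pool 2, 0 to 21 in pool 3 and 0 to 7 in pool 4. The cause was not tested, except for the shared spread in pool 1. In the simulated pool 1 levels the unchanged rows called fell from 65 to 11 when pool 1 was fitted alone, which is consistent with too small a shared spread for that pool.

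For puromycin, centring gave 650 rows for the TI, with 162 higher and 488 lower, and leaving out 1 replicate gave 2496 to 6078 rows, the lowest without puromycin replicate 2. A lone gradient in a group was assumed to vary like those of the other group. By pool, centring gave 1017 rows in pool 1, with 677 higher and 340 lower, and 1961 in pool 4, with 724 higher and 1237 lower. In pool 2 it gave 901 higher and 997 lower, and in pool 3 930 higher and 1116 lower. Each pool alone gave 0 rows in pool 1 and 4130 in pool 3. Leaving out 1 replicate gave 59 to 2948 rows in pool 1, 0 to 2717 in pool 2, 0 to 1731 in pool 3 and 4934 to 5752 in pool 4. The lowest in pool 1 came without cycloheximide replicate 1, the 0 in pool 2 came without either cycloheximide replicate, and the 0 in pool 3 without cycloheximide replicate 2. The cause was not tested.

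For the rows limma called higher between genotypes, the difference of -2.50 in the puromycin contrast passed the threshold with fry, which compares the rows with no change and not with other rows. For the rows called by SAM, an added alternative, the difference was -1.67, which passed with camera and with fry and did not pass with an estimated correlation. The alternatives planned for the gene lists were not run because the lists could not be matched to rows.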

Other observations

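The tests of the highest median, the exchanged places in pool 1 and against the cycloheximide gradients, the replicate 1 pair, array spread, the puromycin ranks, and the splits and disjoint pairs for the TI were chosen after the result was seen. Those of the splits for single pools, the ratio and the summed level were written down after the labelled counts were seen, but before those of the other splits.

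The count of transcripts with a higher TI was 3 with limma and 211 with SAM. Both are lower than the transcript count quoted from the study above. A low limma count does not show that few rows changed. In the simulation limma recovered 36% of the rows changed by 3, and smaller changes were not simulated. With the arithmetic mean of pools 3 and 4 SAM gave 316, and over all SAM settings the number called ranged from 0 to 2066. SAM was rewritten here, and its constants were not compared with those of the program the authors ran.

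Chance could not be excluded for any genotype count, since 6 gradients make only 10 splits into 3 and 3. For the TI, 2 of the 10 splits gave as many limma calls as the labelled one, itself included, and 3 gave as many SAM calls. As many calls came from 4 splits in pool 1, 1 split in pool 2, 1 in pool 3 and 1 in pool 4. For the ratio of pool 4 to pool 3, counted at an unadjusted p under 0.05, 1 split gave as many rows, and for the summed level 2 splits did.

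The split that exceeded the labelled one with both tests put *smaug*-mutant replicates 1 and 3 with wild-type replicate 1. It gave 297 limma calls and 1948 SAM calls, against 4 and 212 for the labelled split, as shown in the plot of calls by split. The mean correlation of the differences between disjoint pairs of gradients was 0.33 for this split and 0.23 for the labelled one, and 2 of the 10 splits reached the latter. Fitted alone, pool 1 gave 720 calls for this split and 0 for the labelled one, whereas pool 3 gave 14 against 31 and pool 4 gave 11 against 27. The larger count is thus consistent with a source in the pool 1 values, which enter every TI. An exchange of labels between *smaug*-mutant replicate 2 and wild-type replicate 1 stays open. The TI of *smaug*-mutant replicate 2 was closer to the cycloheximide gradients, which are *smaug* mutant, by 0.18 in mean correlation, against what an exchange needs. That measure did not separate the genotypes, however, as wild-type replicate 3 (0.62) lay above *smaug*-mutant replicate 3 (0.55). A biological explanation was not tested. Another split, of *smaug*-mutant replicate 1 with wild-type replicates 2 and 3, gave 0 limma and 1570 SAM calls.

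*smaug*-mutant replicate 1 resembled wild-type replicate 1 more than its own group. Across transcripts their TI had a correlation of 0.85, against 0.67 to 0.71 within the *smaug*-mutant group. In all 4 pools wild-type replicate 1 was the closest wild-type gradient. The labels give them different dyes. A batch shared by all same-numbered replicates stays open. The closest wild-type gradient had the same number in 7 of 12 combinations of pool and number, of which 4 came from replicate 1, 1 from replicate 2 and 2 from replicate 3. A batch of the replicate 1 gradients alone was not tested, and neither was a biological explanation.

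The higher median TI of *smaug* mutants rested on replicate 3. Without that gradient the difference was 0.049, below the SD of 0.50 between wild-type gradients. In pool 1 the array median of replicate 3 was 10.9, against 12.2 and 12.0 in *smaug*-mutant replicates 1 and 2. Its medians were higher than theirs in pool 3, 12.7 against 11.7 and 12.6, and in pool 4, 12.3 against 11.3 and 11.2. The scale of its arrays in pools 1, 3 and 4 is a candidate explanation, and a true difference of that embryo collection stays open. The study found little TI change, averaged over replicates, in the mRNAs least bound by Smaug. From this it proposes that TI values can be compared directly between the genotypes. That check could not be repeated here, since the bound genes could not be matched to rows.

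Changes in TI between genotypes had a correlation of 0.16 with mean level across transcripts. Unequal array spread, left by the slope of the spike-in transformation, stays open as a source. The correlation was 0.15 after all arrays were rescaled to 1 spread, but the rescaled changes had a correlation of 0.99 with the original ones, so this decides nothing. A biological explanation was not tested.

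After puromycin the order of transcripts by TI was still reproducible, with a correlation across transcripts of 0.60 between the puromycin gradients, but it had little relation to that in the cycloheximide gradients, where the 4 correlations lay between -0.12 and 0.11. A floor of low values is argued against, as the correlation between the puromycin gradients was 0.74 in the 1631 rows with the highest mean level. In those rows the 4 correlations with cycloheximide gradients were negative, from -0.39 to -0.24. Other technical explanations, such as probe or spike-in effects shared by both puromycin gradients, stay open, and a biological one was not tested.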
